A study of Mus musculus with 23 samples. Its data were reported in "Gene Expression Profiling Reveals that PXR Activation Inhibits Hepatic PPARα Activity and Decreases FGF21 Secretion in Male C57Bl6/J Mice" (2019).

How the data were processed

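Liver RNA of 23 male mice was hybridised to Agilent 1-colour mouse gene expression arrays, 1 array per mouse. Wild-type (WT) and *Pxr*-/- mice, which carry a deletion of the nuclear receptor PXR (gene *Nr1i2*), received either the PXR ligand pregnenolone 16α-carbonitrile (PCN) at 100 mg/kg daily for 4 days or the corn oil vehicle, and livers were taken 6 h after the last injection. The groups held 6 WT CONT, 5 WT PCN, 6 *Pxr*-/- CONT and 6 *Pxr*-/- PCN mice. Groups, replicate numbers and the 2 array washing batches were taken from the labels. Slides (8) were taken from the array files. WT mice were purchased and *Pxr*-/- mice were bred in the facility, so genotype cannot be told apart from colony.

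Per the file headers, the scanner files hold Agilent Feature Extraction output, with an intensity per spot on a linear scale that was not normalized between arrays. Besides these intensity values, the deposited scanner files give quality flags per spot. The authors also deposited normalized log2 values for the same arrays. According to the methods of the study, the authors filtered the median signal, took log2, corrected for the washing batch and normalized with CrossNorm, a method that normalizes groups of arrays stacked into long columns. How arrays were filtered and stacked was not stated in detail. The deposited log2 values covered 32574 probes, of which 98.1% also passed the filter used here, and its column medians ranged from 7.54 to 8.01.

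The values analysed here were computed from the scanner files. Each array held 62976 spots, of which 59305 were not controls. Spots with an outlier flag (2225 over all arrays) were set to missing, the log2 median signals of spots of the same probe were averaged (300 probes had 10 spots each), and 56605 probes resulted. A probe was kept when it was well above background on more than 50% of the arrays of at least 1 group. This left 32087 probes of 21056 genes, with 83 missing values, and set aside 24518 probes. The log2 signals were then quantile normalized. The scanner's median signal was used because the study's methods name it. Gene names were those of the files; 15826 of the 21056 names (75.2%) were found in the RefSeq table of the mouse assembly GRCm38, which was used for names alone. Probe coordinates are those of the array files, in build mm9.

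Linear models were fitted with limma 3.58.1 (lmFit, contrasts and eBayes) in R 4.3.3, with files read by the package data.table (version 1.17.8). All 23 arrays entered 1 fit with a term per group and an additive term for washing batch, which left 18 residual degrees of freedom. The contrasts were PCN against control in WT mice, PCN against control in *Pxr*-/- mice, the difference between these effects (the interaction), and *Pxr*-/- CONT against WT CONT. P-values were adjusted with the Benjamini-Hochberg procedure over all probes tested, and a probe was called at an adjusted p of at most 0.05 with a fold change above 1.5. A gene was counted when any of its probes was called. Because of the batch term, a fitted change can differ slightly from the difference of the group means. Changes are given on the log2 scale, and normalized log2 signals are given as mean ± SD. Arrays give no count of molecules, so the number of arrays limits the precision.

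Named genes were fixed by a rule. A set of 27 genes was written down beforehand, and to these were added the 5 called genes with the largest rise and the 5 with the largest fall after PCN in WT mice, and the 3 largest of each direction in the other contrasts. The set drew on genes that the study had named from these same samples, among them *Gdf15*, *Pnpla3*, *Thrsp* and *Fgf21*. Their calls are therefore not independent evidence. The rule left out names that are only a probe or clone identifier in those other contrasts, and this was done by keeping names found in the RefSeq table. The same limit was applied to PCN in WT mice, where the rule as written had none. There it left out a probe named by a position on chromosome 9, which rose more than *Krt31* and would have displaced *Rnf150*, and *Rs5-8s1*, which fell more than *Bmf* and would have displaced it. Of the 27 genes, 1 is not reported here by name but remains in all counts. Each gene was read from its kept probe with the highest mean signal. Gene lists were tested with camera at a preset correlation of 0.01, on 1 probe per gene, with camera at an estimated correlation and fry beside it. Adjustment covered 24 tests for the lists of PPARα targets named by the study, other PPARα targets, lipogenesis, cholesterol synthesis, cell cycle and circadian clock. The study reported lipid metabolism, cell cycle and biological rhythms as enriched in these same samples, so the lists of these themes are not independent of it. Another 28 tests covered marker lists of Kupffer cells, stellate cells, endothelial cells, cholangiocytes, lymphocytes, blood and pancreas. Of the 237 listed genes, 234 were found on the array. Gene families were tested with two-sided Fisher's exact tests against all 21056 genes. Two-sided exact permutation tests were used for principal component scores and array brightness. The correlation between contrasts that share the WT CONT arrays was set beside 100000 simulated draws of unchanged groups.

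The groups, tests, gene lists, named-gene rule and processing alternatives were chosen before the data were examined. Alternatives changed the signal column, background correction (normexp with an offset of 50), normalization, probe filter, batch term, replicate block, arrays in the fit, probes per gene and fold threshold, used the authors' deposited log2 values, or left out each array in turn. CrossNorm itself was not run, and a stacked quantile normalization built on its idea was used as an alternative. The code was tested on simulated data of 21056 genes for the PCN effect in WT mice, with 200 genes changed: 94.0% of 2-fold and 100% of 4-fold changes were called, with 4 false calls, and 0 calls were made in an unchanged contrast. No probe of a named gene was below background on every array of a group, and 0 spots were saturated on any array. Replicates of a group correlated between 0.989 and 0.997, so no arrays were merged.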

Results

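Hepatic transcript levels were measured in 4 groups of male mice to ask what PCN does to the liver through the receptor PXR and without it. WT CONT, *Pxr*-/- CONT and *Pxr*-/- PCN mice numbered 6 each and WT PCN mice 5. Each washing batch held 3 arrays of every group, except that the second held 2 WT PCN arrays. Between 29510 and 33321 of 56605 probes were well above background on an array. Before normalization, WT PCN arrays were brighter than WT CONT arrays by a mean of 0.14 log2 units over the tested probes (two-sided exact permutation p = 0.0476, 0.143 after adjustment over 3 comparisons). Changes below are therefore relative to the whole set of probes of an array.

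The deleted gene was examined first. *Nr1i2* was measured by 1 probe on chromosome 16, from 38248745 to 38248804 (mm9), and this probe was well above background on all 23 arrays. Its log2 signal was 11.47 ± 0.55 (SD, n = 6) in WT CONT, 12.10 ± 0.25 (n = 5) in WT PCN, 11.44 ± 0.80 (n = 6) in *Pxr*-/- CONT and 11.92 ± 0.52 (n = 6) in *Pxr*-/- PCN mice. The genotype difference in control mice was -0.03 (limma adjusted p = 0.977), so this probe did not separate the genotypes. Leaving out WT CONT replicate 2 moved it most, to -0.26, and without *Pxr*-/- CONT replicate 2 it was 0.18. *Pxr*-/- names mice by their labels throughout, and the check of these labels rests on the response to PCN of *Cyp3a11* and *Cyp2c55*, known targets of the receptor.

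*Cyp3a11* (chromosome 5) rose from 13.62 ± 0.42 (SD, n = 6) in WT CONT to 17.16 ± 0.16 (n = 5) in WT PCN mice, a log2 change of 3.55 (limma adjusted p = 4.12e-10). The lowest WT PCN mouse, at 16.90, lay above the highest WT CONT mouse, at 14.02. In *Pxr*-/- mice the levels were 14.31 ± 0.52 (n = 6) and 14.62 ± 0.37 (n = 6), a change of 0.31 that was not called (adjusted p = 0.431), and the highest *Pxr*-/- PCN mouse was at 15.13. The difference between the genotypes' responses was 3.24 (adjusted p = 1.23e-06). *Cyp2c55* (chromosome 19, 39116674 to 39116733) rose by 6.26 in WT mice, or 76.4-fold, and by 0.54 in *Pxr*-/- mice, with a difference of 5.72 (adjusted p = 1.89e-10). Its level in *Pxr*-/- CONT mice was 2.80 above that in WT CONT mice (adjusted p = 1.53e-07). Within the washing batches, *Cyp3a11* rose by 3.38 and 3.73 in WT mice.

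**Figure D1:**
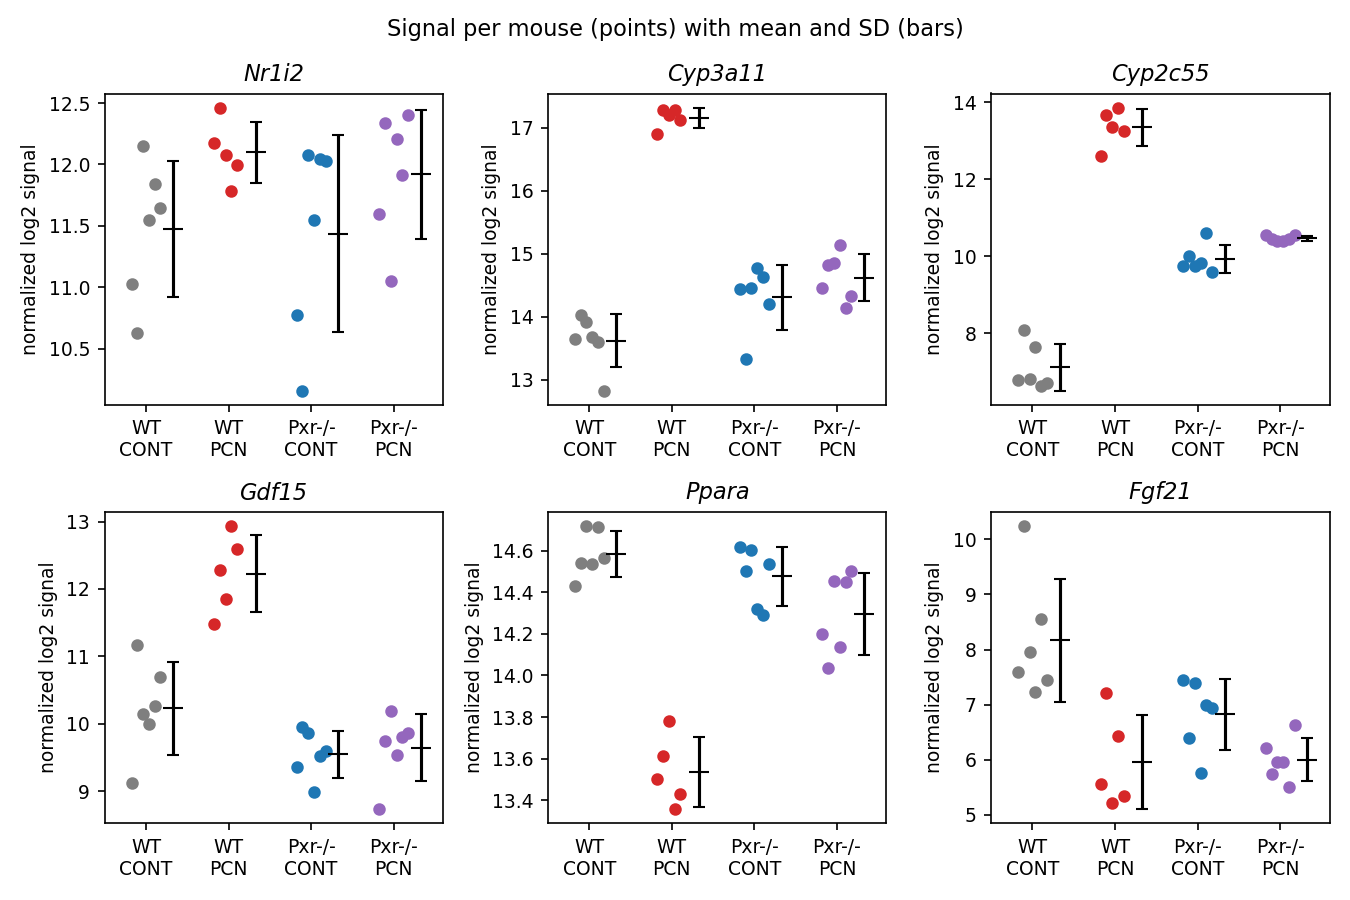
Normalized log2 signal (y axes) of 6 genes in each mouse by group (x axes), with 1 point per mouse and bars for the group mean and SD. *Cyp3a11* reached at least 16.90 in every WT PCN mouse and at most 15.13 in *Pxr*-/- PCN mice, whereas *Nr1i2* overlapped in all groups.

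Principal component analysis described the main variation between arrays. The first component held 26.6% of the variance and the second 11.5%. Mean PC1 scores of PCN and control mice differed by 59.6 in WT and by 31.9 in *Pxr*-/- mice (two-sided exact permutation p = 0.00216 each, the smallest the design can give, 0.00433 after adjustment over 4 tests). PC2 scores did not separate PCN from control after adjustment in WT (exact permutation test, adjusted p = 0.578) or *Pxr*-/- mice (adjusted p = 0.0664). The *Pxr*-/- PC2 difference of 13.0 passed the threshold after removal of the washing batch (adjusted p = 0.00577).

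**Figure D2:**
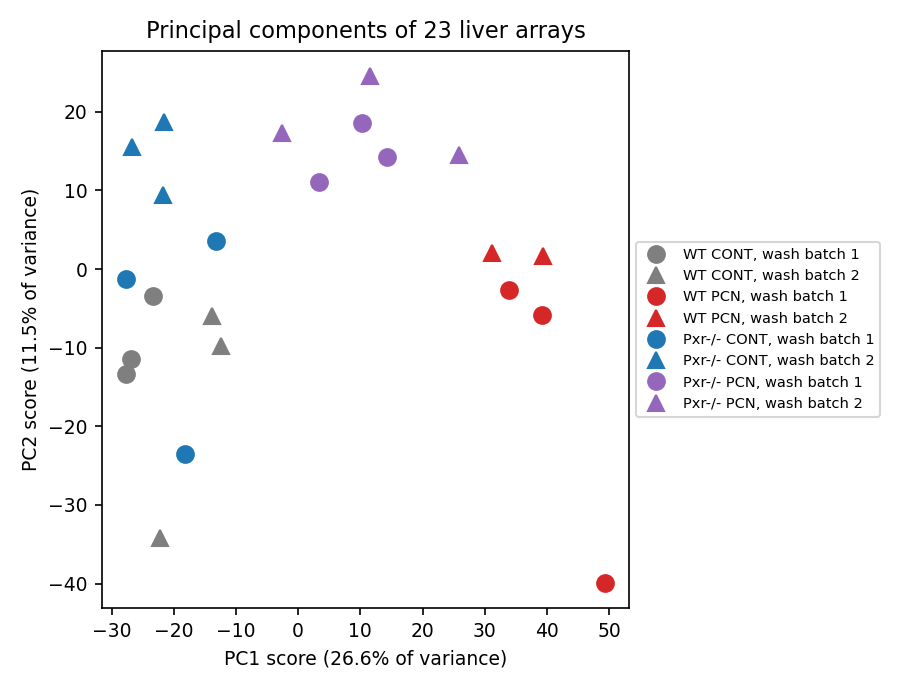
Scores of the first principal component (x axis, 26.6% of variance) and second (y axis, 11.5%), with 1 point per array coloured by group and shaped by washing batch. WT PCN arrays lie apart from all WT CONT arrays along the first component, with mean scores of 38.6 and -21.0.

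In WT mice, PCN raised 895 genes and lowered 595, so 60.1% of the called genes were higher. The scaling of the arrays moved this split most. The authors' deposited values gave 1577 higher and 303 lower (83.9% higher), with the median of all probes shifted by 0.11, and a stacked quantile normalization gave 1605 and 304 (84.1%). The processed signal gave 1256 and 1163 (51.9%). Within the washing batches, 991 higher and 751 lower genes were called in the first and 545 and 368 in the second, and the called probes had the same sign as the joint fit for 100% and 99.5%. Among genes with a name in the RefSeq table, as in all such lists here, the largest rises were those of *Cyp2b10* (6.76, adjusted p = 9.53e-07), *Cyp2b9* (6.43), *Cyp2c55*, *Krt31* (5.41) and *Rnf150* (5.23). Signals of *Cyp2b10* and *Cyp2b9* can include related family members, and another *Rnf150* probe was not called. The *Krt31* and *Rnf150* probes followed each other closely, with 7.83 and 7.73 in WT CONT replicate 2 and 10.88 and 10.90 in WT PCN replicate 1. Whether they measure separate transcripts was not tested, so they may not be separate induced genes. The largest falls were those of *Ihh* (-3.04, adjusted p = 4.23e-07), *Cyp26b1* (-2.76), *Clec2h* (-2.57), *Fgf21* (-2.17) and *Bmf* (-2.05).

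**Figure D3:**
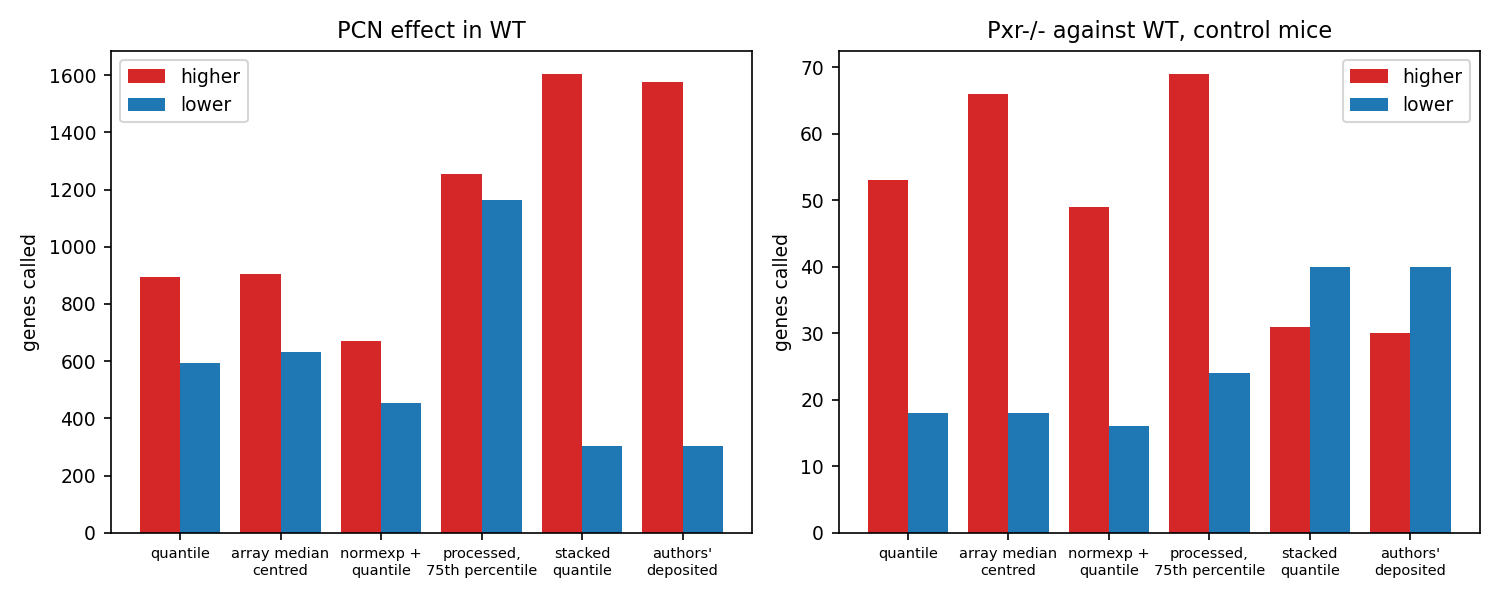
Number of genes called higher and lower (y axis, red and blue bars) under each normalization (x axis), for PCN against control in WT mice on the left and for *Pxr*-/- against WT control mice on the right. For PCN in WT mice, quantile normalization gave 895 higher and 595 lower genes and the authors' deposited values 1577 and 303, and between control mice the split turned from 53 and 18 to 30 and 40.

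In *Pxr*-/- mice, PCN raised 337 genes and lowered 200 (62.8% higher, against 74.4% with the deposited values). Within the batches these counts were 46 and 21, and 59 and 52. Without *Pxr*-/- PCN replicate 4 the lowered genes numbered 126. Among genes in the RefSeq table, the largest rises were *Orm3* (3.17, adjusted p = 0.00414), *Egr1* (2.97) and *Pip5k1a* (2.79), whose other probes did not move; the call of *Pip5k1a* was lost when any of 6 arrays was left out and with slide as a block. The largest falls were *Ihh* (-1.96, adjusted p = 6.38e-04), *Trib3* (-1.75) and *Raet1e* (-1.62). Across genes, the PCN effects in the genotypes correlated with r = 0.568, although genes are not independent replicates.

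Genes called in WT mice alone were set beside the test of the difference itself. Called in WT and not in *Pxr*-/- mice were 692 higher and 505 lower genes, and 203 and 90 were called in both. The counts for both genotypes moved with the setting. Without *Pxr*-/- PCN replicate 4, 135 genes were higher in both. The processed signal gave 307 higher and 155 lower, and the deposited values gave 49 lower. Of the genes called in WT alone, 145 of the higher (21.0%) and 41 of the lower (8.12%) also passed the interaction test. In all, the interaction was called for 186 genes with a larger change in WT mice and 61 with a lower one (75.3% higher, against 88.4% with the deposited values). The batches gave 81 and 20, and 101 and 17. Among genes in the RefSeq table, the largest positive differences were *Cyp2c55* (5.72), *Cyp2b10* (5.19, adjusted p = 0.00427) and *Cyp2b9* (5.02, adjusted p = 0.00266). The largest negative ones were *Cyp26b1* (-3.33, adjusted p = 0.0146), *Fam25c* (-1.93, adjusted p = 2.65e-04) and *Enho* (-1.84, adjusted p = 0.0231). Slide as a block left *Cyp26b1* and *Enho* above the threshold (adjusted p = 0.0656 and 0.0515), and *Enho* was also lost without WT PCN replicate 2 (adjusted p = 0.0515).

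Families of xenobiotic-metabolizing genes were compared with the 4.25% of all genes that rose and the 2.83% that fell in WT mice. Families were read from the start of the gene symbol. Genes starting with Cyp, which are cytochrome P450 genes except for *Cypt4*, were raised in 18 of 81 cases (Fisher's exact test, adjusted p = 6.32e-08 over 10 tests), glutathione S-transferase (Gst) genes in 8 of 18 (adjusted p = 1.55e-06), sulfotransferase (Sult) genes in 3 of 10 (adjusted p = 0.0147) and UDP-glucuronosyltransferase (Ugt) genes in 4 of 14 (adjusted p = 0.00576). The deposited values moved the Sult result over the threshold (3 genes, adjusted p = 0.0650). Without WT PCN replicate 3, 2 Ugt genes were called (adjusted p = 0.266). Transporter (Abc) genes rose in 3 of 43 cases, which did not differ from other genes (adjusted p = 0.537). Cyp genes also fell more often than others, in 11 of 81 cases (adjusted p = 5.63e-05), or 6, still past the threshold, with the deposited values. The interaction was called for 12 of the 18 raised Cyp genes, 7 of the 8 Gst genes, 1 of the 3 Sult genes, 2 of the 4 Ugt genes and 2 of the 3 Abc genes. Probe signal shared between related family members was not tested.

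Genes of lipid metabolism were examined because the study named them. *Gdf15* rose from 10.23 ± 0.69 (SD, n = 6) to 12.23 ± 0.58 (n = 5) in WT mice, a change of 2.02 (limma adjusted p = 6.74e-05), against 0.10 in *Pxr*-/- mice, with a difference of 1.92 (adjusted p = 0.0163). The *Pxr*-/- change turned to -0.04 without *Pxr*-/- PCN replicate 3 and to -0.03 with slide as a block. *Pnpla3* rose by 2.86 (adjusted p = 1.99e-04) in WT mice, and its probe was well above background on 3 of 6 WT CONT arrays. Its difference between genotypes was 2.86 (adjusted p = 0.0246), but it was lost without the batch term (adjusted p = 0.0670), with slide as a block and without any of 3 arrays. *Thrsp* rose by 1.75 (adjusted p = 0.00610), and its difference of 2.27 was not called (adjusted p = 0.0661) but was called with the deposited values (2.41, adjusted p = 0.0444), with stacked quantile normalization, with the replicate number as a block and without WT CONT replicate 2 or WT PCN replicate 4. Neither *Fasn* (0.71, adjusted p = 0.214) nor *Scd1* (-0.39) was called in WT mice. *Srebf1* fell by 0.70 (adjusted p = 0.0495), a call that was lost in 18 of the 23 fits with 1 array left out and with 8 of the other alternatives.

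The list of 20 lipogenesis genes did not pass the threshold in WT mice (median 0.19, 15 of 20 higher, camera adjusted p = 0.0527 over 24 tests), with 1 gene lower and 5 higher by call. It fell in *Pxr*-/- mice (median -0.51, adjusted p = 1.41e-04; 4 genes called lower, 8 when adjusted over the list alone). The difference was 0.74 (adjusted p = 1.83e-07), and *Pxr*-/- CONT mice lay 0.63 above WT CONT mice (adjusted p = 6.75e-12, 19 of 20 genes higher). The fall, the difference and the genotype effect all use the same *Pxr*-/- CONT mice. High values in those mice could therefore give each of them, so they are not separate evidence. The batches differed here: the WT change was -0.05 in the first and 0.50 in the second, and the difference between genotypes 0.18 and 1.44. Across the 6 lists and 4 contrasts, camera called 17 of 24 tests with the preset correlation. Of these, 12 held under fry and 0 with the correlation estimated from the data. Lost under fry were lipogenesis (fry adjusted p = 0.0674) and cell cycle (0.0931) in *Pxr*-/- mice and cell cycle in the interaction (0.352). Between control genotypes, cholesterol synthesis (fry adjusted p = 0.103) and cell cycle (0.274) were lost.

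PPARα is a nuclear receptor that drives fatty acid breakdown in fasting, and the study compared its targets with genes that PCN lowered. *Ppara* itself (chromosome 15, 85632110 to 85632169) fell by 1.05 on the log2 scale in WT mice, from 14.58 ± 0.11 (SD, n = 6) to 13.54 ± 0.17 (n = 5) (limma adjusted p = 2.17e-07). It changed by -0.18 in *Pxr*-/- mice (not called, adjusted p = 0.265), and the difference was -0.87 (adjusted p = 8.82e-04). *Fgf21* (chromosome 7, 52869305 to 52869364) went from 8.17 ± 1.11 (n = 6) to 5.96 ± 0.85 (n = 5) in WT mice, a change of -2.17 (limma adjusted p = 0.00111). Its probe was well above background on 3 of 5 WT PCN and 5 of 6 *Pxr*-/- PCN arrays. The change in *Pxr*-/- mice was -0.82 (adjusted p = 0.254), and the difference of -1.35 was not called (adjusted p = 0.296). The genotype effect in control mice was -1.34, which was not called (adjusted p = 0.196). Without WT CONT replicate 2 the WT change was -1.79 (adjusted p = 0.00137). In the batches it was -2.25 and -2.09.

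Other targets fell in WT mice as well. The changes were -1.70 for *Cyp4a10*, -1.91 for *Cyp4a31*, -1.73 for *Acot1* and -1.54 for *Plin4*, with adjusted p-values from 2.84e-04 to 0.0177. *Pck1*, a gene of gluconeogenesis, changed by -1.70 (adjusted p = 1.23e-04). The interaction was not called for any of these 5 genes, except for *Acot1* without WT CONT replicate 6 (adjusted p = 0.0385). *Cyp4a14* fell by 1.03 (adjusted p = 0.0343), but its probe was well above background on 1 of 5 WT PCN arrays and the call was lost with the deposited values (adjusted p = 0.0597), stacked quantile normalization, no filter and only the groups compared, and without any of 5 arrays. *Plin4* was lost without WT PCN replicate 4 (adjusted p = 0.0506). The 12 PPARα targets named by the study, which were chosen on these same samples and are not independent evidence, had a median of -1.25 (adjusted p = 1.83e-07). Of these 12, 10 were called lower over all probes and 11 adjusted over the list alone, and all 12 were lower. The processed signal moved this median most, to -1.67. The same list changed by -0.39 in *Pxr*-/- mice (adjusted p = 0.00269), differed by -0.82 between genotypes (adjusted p = 1.98e-05) and was -0.67 in *Pxr*-/- CONT against WT CONT mice (adjusted p = 8.75e-06; 0 genes called, 6 adjusted over the list alone). A list of 38 further targets had medians of -0.33, -0.10, -0.23 and -0.16 in these contrasts (adjusted p = 2.80e-06, 0.101, 1.52e-05 and 1.34e-06), with 32 of 38 genes lower in WT mice. Stacked quantile normalization shrank its WT median to -0.12 and its difference between genotypes to -0.056. The deposited values moved its median between control genotypes to -0.26. These calls were kept. Within the batches the study's list changed by -1.24 and -1.28 in WT mice.

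The remaining lists were tested in the same way. Cell cycle genes rose in WT mice (37 genes, median 0.84, 35 higher, camera adjusted p = 6.67e-10; 20 called) and in *Pxr*-/- mice (median 0.35, adjusted p = 1.83e-07). The difference was 0.36 (adjusted p = 0.00164), but it was 0.14 without WT PCN replicate 4 (adjusted p = 0.263) and 0.58 and -0.003 in the batches. Clock genes fell in WT mice (18 genes, median -0.58, 14 lower, adjusted p = 9.63e-04; 7 called, 8 adjusted over the list alone) and changed by -0.27 in *Pxr*-/- mice (adjusted p = 0.117). Their difference was -0.39 (adjusted p = 0.00380), with -0.64 and -0.003 in the batches. Cholesterol synthesis genes were not called in WT mice (24 genes, median -0.04, camera adjusted p = 0.935), and their mean of -0.003 and the camera direction, upwards, differed in sign from one another. In the batches their WT medians were opposite in sign, at -0.26 and 0.35. They were higher in *Pxr*-/- CONT mice (0.22, 23 of 24 genes, camera adjusted p = 2.89e-06), with 0.006 in the first batch and 0.39 in the second. The cell cycle list was lower there (-0.24, adjusted p = 5.10e-05). With 1 array left out this median ranged from -0.37 to -0.13, the weakest without WT CONT replicate 2. Over the other alternatives it ran from -0.45 with the processed signal to -0.14 with slide as a block. The camera call was kept throughout, but fry did not make it (fry adjusted p = 0.274). The marker lists were not called in WT mice, with medians of 0.13 for Kupffer cells, 0.09 for stellate cells, -0.14 for endothelial cells, 0.57 for cholangiocytes, -0.09 for lymphocytes, -0.35 for blood and -0.03 for pancreas. In *Pxr*-/- mice PCN raised the Kupffer (0.31), endothelial (0.16) and stellate (0.09) lists (camera adjusted p = 0.0377, 0.0377 and 0.0476). The PCN effect on the endothelial list differed between the genotypes by -0.30 (adjusted p = 0.00574, 11 of 12 genes lower). In *Pxr*-/- CONT mice the endothelial (-0.16, adjusted p = 0.0193) and cholangiocyte (-0.36, adjusted p = 0.0476) lists were lower. None of these 6 calls held under fry or with the estimated correlation.

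The effect of genotype without PCN was called for 53 genes higher and 18 lower in *Pxr*-/- CONT mice. This split turned around with the deposited values, which gave 30 and 40 and shifted the median of all probes by -0.11. Within the batches the counts were 11 and 1, and 45 and 19. Among genes in the RefSeq table, the largest rises were *Pnpla5* (3.32, adjusted p = 0.00282), *Cyp2c55* (2.80) and *Ppp1r3g* (2.38), and the largest falls *Slco1a4* (-1.83, adjusted p = 0.00460), *Enho* (-1.38) and *Apol7b* (-0.97, adjusted p = 2.36e-04). The transcript A130072N09Rik, which that table does not hold and which was chosen after its values were seen, changed by -1.39 (adjusted p = 0.00924). *Slco1a4* was lost in a fit of only the groups compared (adjusted p = 0.0643) and *Ppp1r3g* with slide as a block (adjusted p = 0.0701). *Enho* was lost without any of 6 arrays, with the processed signal (adjusted p = 0.0502), with slide as a block (0.0882) and with only the groups compared (0.166). *Nnt*, which can differ between sublines of this strain, did not differ (0.29, adjusted p = 0.650).

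Because a backcross can leave DNA of another strain beside a deleted gene, the genotype calls near *Nr1i2* were counted. Within 20 Mb on chromosome 16, 10 of 324 genes (3.09%) were called, against 60 of 20584 other located genes (0.291%; two-sided Fisher's exact p = 1.21e-07). The share was 4.55% within 10 Mb and 2.13% within 50 Mb, and without the probe filter it was 1.86% within 20 Mb. Of the 10 genes, 3 were higher and 7 lower in *Pxr*-/- CONT mice. Among these, chosen after their values were seen, *Ift57* was higher by 1.85 and *Pla1a* changed by -0.69.

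**Figure D4:**
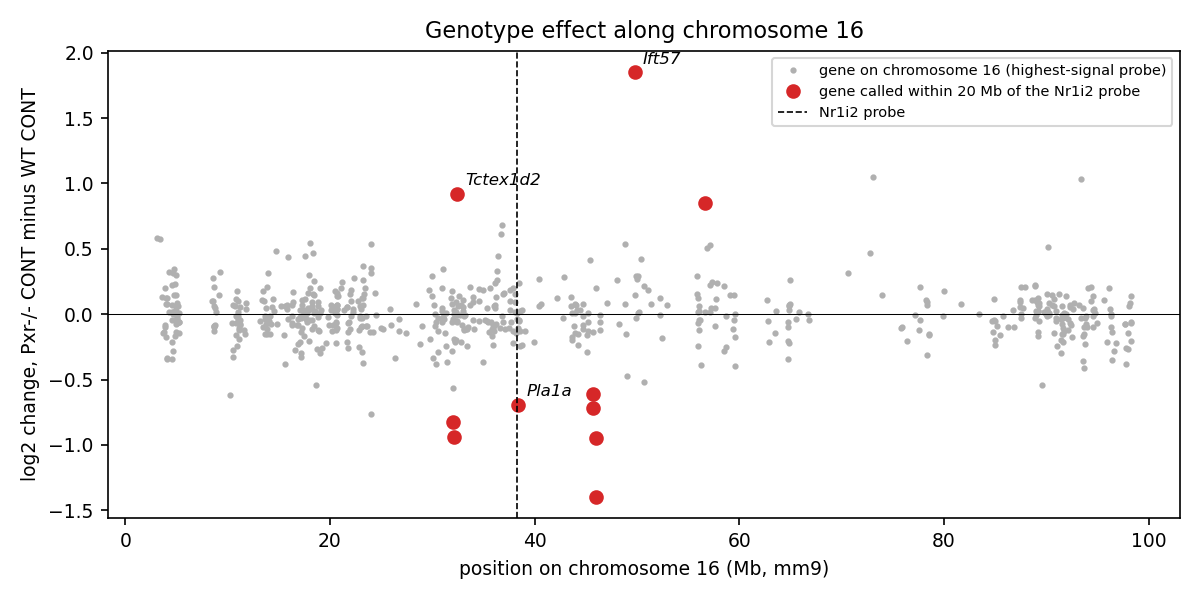
Genotype change in log2 (y axis) of genes along chromosome 16 (x axis, position in mm9), with 1 grey point per gene, the called genes within 20 Mb of *Nr1i2* in red and a dashed line at its probe. There, 10 of 324 genes were called, against 2 of 350 on the rest of the chromosome.

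Whether PCN and loss of the receptor moved genes the same way was tested across genes. The PCN effect in WT mice and the genotype effect correlated with r = 0.234 over 21056 genes, which are not independent replicates. Both use the WT CONT arrays, so unchanged groups give a median of 0.481 (95% range 0.157 to 0.721), and the observed value did not depart from it (two-sided p = 0.0825 from 100000 permutation draws of simulated groups). With the WT CONT arrays divided so that none entered both contrasts, the mean over 20 divisions was 0.083. Leaving out WT CONT replicate 4 moved the shared-control value most, to 0.293. With the processed signal it was 0.192 and passed the threshold (permutation p = 0.0297), which it also did without WT CONT replicate 1, 5 or 6. All these values were below the median of 0.481, so passing the threshold marks a low correlation and not changes in the same direction. The simulated groups held no PCN effect. A PCN effect unrelated to genotype would by itself lower the correlation, so the test cannot tell whether PCN and receptor loss moved genes alike.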

Values the study reported

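The study called genes regulated at a fold change above 1.5 and a false discovery rate under 0.05. In WT mice 1258 genes were reported as induced by PCN, and in *Pxr*-/- mice 333. It counted 1029 genes as raised in WT animals alone. It reported 186 genes lowered by PCN in a way that depended on PXR.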

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

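Of the tests in this part, those of the washing batch, of high values in WT CONT mice alone and of the sign in *Pxr*-/- mice over all genes called in WT alone were chosen only after the result was seen.

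The effect of PCN differed between the genotypes for 186 genes with a higher and 61 with a lower change in WT mice, by the interaction term. In 100 splits with PCN and control labels redrawn within each genotype, 1 gave as many genes, the real one. The largest of the others gave 228, against 247 in the real one. Such splits remove the PCN effect of both genotypes, so they cannot tell chance from a difference between the genotypes. The washing batch argues little for itself as the source: the smaller number of higher genes without the batch term or with slide as a block was 151, within 1.5 times of 186. A difference in colony between purchased WT and bred *Pxr*-/- mice stays open and was not tested, as does the loss of the receptor itself.

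Single genes differed between the genotypes by the same test. The differences were 3.24 for *Cyp3a11*, 5.72 for *Cyp2c55*, 5.19 for *Cyp2b10*, 5.02 for *Cyp2b9*, 0.99 for *Abcc3* (limma adjusted p = 0.00366), 1.92 for *Gdf15* and 2.86 for *Pnpla3*. Differences below 0 were -0.87 for *Ppara*, -3.33 for *Cyp26b1*, -1.93 for *Fam25c* and -1.84 for *Enho*. The calls of *Pnpla3*, *Cyp26b1* and *Enho* were lost with slide as a block, and related Cyp genes can share probe signal, which was not tested.

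Lists of genes differed between the genotypes too, by camera with the preset correlation and not with the estimated one. Median differences were -0.82 for the study's PPARα targets, -0.23 for other PPARα targets, 0.74 for lipogenesis, 0.36 for the cell cycle, -0.39 for the clock and -0.30 for the endothelial markers. With stacked quantile normalization the difference of the other PPARα targets shrank to -0.056. The endothelial call was lost under fry (adjusted p = 0.314), and no explanation of it was tested. Under fry the cell cycle difference was lost (adjusted p = 0.352), and without WT PCN replicate 4 it was 0.14. The lipogenesis difference was 0.18 in the first washing batch and 1.44 in the second, so the batch is open as part of it. High values in the *Pxr*-/- CONT mice are open as a source of it too. The cell cycle and clock differences came from the first batch, with -0.003 each in the second.

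For the PPARα targets, a single WT CONT mouse with high levels was weighed. Without WT CONT replicate 2 the study's list stayed called in WT mice (camera adjusted p = 2.35e-07), which argues against that mouse as the whole source. High values of the WT CONT mice as a group were also weighed. The fall of the study's list in *Pxr*-/- mice (median -0.39) does not bear on this, as WT CONT mice are not used there. In the genotype effect in control mice, which uses them, the median was -0.67, as either high WT CONT values or an effect of the genotype would give. How much of the WT change comes from the controls cannot be told apart from a response to PCN, because the PCN effect in WT mice and the genotype effect rest on the same 6 WT CONT mice.

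Most genes called in WT mice alone missed the interaction test. Of all 692 higher genes called in WT alone, 79.5% moved the same way in *Pxr*-/- mice, and of the 505 lower ones 87.7%, where simulated unchanged groups gave 29.3% to 70.7% and 27.7% to 71.3% (p = 0.001 each, the smallest that 1000 permutation draws can give). Their median changes were 0.78 in WT and 0.27 in *Pxr*-/- mice for the higher genes, and -0.70 and -0.30 for the lower. These values are consistent with a smaller effect of PCN in *Pxr*-/- mice that stays under the threshold, as a hypothesis. Whether it comes from another receptor was not tested.

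Single mice lay far from the rest of their group, with a gap to the nearest mouse above the 95% critical value of Dixon's test. Among the log2 signals that did were 13.15 for *Abcc3* in *Pxr*-/- CONT replicate 4, 12.83 for *Cyp3a11* in WT CONT replicate 6, 8.46 for *Cyp4a14* and 6.71 for *Pnpla3* in WT CONT replicate 2, 12.54 for *G6pc* in *Pxr*-/- CONT replicate 2, 11.05 for *Nnt* in *Pxr*-/- PCN replicate 2, 11.75 for *Nnt* in WT PCN replicate 4 and 15.32 for *Srebf1* in *Pxr*-/- PCN replicate 5. On PC2, WT CONT replicate 2 lay at -34.2 and WT PCN replicate 4 at -39.9. Chance gives such a value in about 1 in 20 groups. Here 11 of 124 groups had one, or 8.87% (95% exact binomial interval 4.51% to 15.3%), so chance remains a candidate explanation. A poor array could also give far values, and 3 of the 9 far gene values were on the arrays that were far on PC2, which leaves this open. No biological explanation was tested.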

How the results depend on the processing

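None of the alternatives here was chosen after the result was seen. For the values that answer a comparison, 519 of 587 comparisons with an alternative other than leaving out an array kept direction and side of the threshold (within 1.5 times for a count), as did 1099 of 1127 with 1 array left out. For single genes and probe counts, 1003 of 1070 and 2164 of 2231 did. *Cyp3a11*, *Cyp2c55*, *Cyp2b10*, *Gdf15*, *Ppara* and *Fgf21* kept their calls in WT mice under every alternative run. Unless a cause is named, the cause was not tested.

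Normalization moved many counts. With the authors' deposited values, PCN in WT mice raised 1577 and lowered 303 genes, called in WT alone were 1324 higher and 254 lower, lowered in *Pxr*-/- mice were 123, lower in the interaction 33 (21 among those called in WT alone), and the genotype effect was 30 higher and 40 lower. Stacked quantile normalization gave 1605 and 304, 1350 and 255, 124, 34 (21), and 31 and 40. By construction the stacked form keeps brightness differences between the groups of arrays, and with the washing batch removed it differed from the deposited values by 0.0118 log2 units (root mean square). With the processed signal 1163 genes were lower in WT mice, 1008 in WT alone and 303 in *Pxr*-/- mice. Slide as a block left 128 genes lowered in *Pxr*-/- mice. A fit of only the groups compared left 35 genes higher between control genotypes. Leaving out the fold threshold, which admits smaller changes by construction, moved most counts further, to 2856 and 3106 in WT mice, 826 and 917 in *Pxr*-/- mice, 134 lower in the interaction, 81 and 37 for genotype, and 2366 and 2516 in WT alone, of which 219 and 115 were in the interaction.

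Lists near the threshold changed sides. Lipogenesis in WT mice was called with the processed signal (0.19), median centring (0.22), no filter (0.19), slide as a block (0.21) and only the groups compared (0.17). Cholesterol synthesis in WT mice, not called under any of these alternatives, turned positive with the processed signal (0.064), stacked quantile (0.21), median centring (0.062) and deposited values (0.21). Clock genes in *Pxr*-/- mice were called with stacked quantile (-0.23), deposited values (-0.23) and only the groups compared (-0.27), and clock genes between control genotypes with stacked quantile (0.012) and deposited values (0.012). Other PPARα targets were called in *Pxr*-/- mice without filter (-0.10) and with slide as a block (-0.12).

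Among families, Sult genes raised in WT mice were 3 with stacked quantile and deposited values, where the test was lost. Lowered Sult genes went from 1 to 0, and with that to the other side of the share of all genes, with the processed signal, stacked quantile, median centring, deposited values and only the groups compared. Lowered Gst genes went to 0 with 1 probe per gene. Lowered Abc genes, 1 in the main setting, were also 1 with normexp and without filter, where the share of all genes that were lowered fell below theirs. None of these lowered families was called. PC2 separated PCN from control in *Pxr*-/- mice with the processed signal (18.1), stacked quantile (22.96), deposited values (23.7), no filter (14.5) and the washing batch removed (13.95), and in WT mice with stacked quantile (22.9) and deposited values (22.6). The correlation of the PCN and genotype effects, 0.192 with the processed signal, passed the threshold there as a low value. Single genes that turned were uncalled ones: *Ppara* between control genotypes with the processed signal (4.36e-04), *Pnpla3* in *Pxr*-/- mice with normexp (-0.021), median centring (-0.018), no filter (-0.0020) and the stricter filter (-4.18e-04), and *Gdf15* in *Pxr*-/- mice with slide as a block (-0.029).

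Leaving out 1 array changed these results, given as lowest and highest values. *Nr1i2* between control genotypes ranged from -0.26 to 0.18, genes lowered in *Pxr*-/- mice from 126 (without *Pxr*-/- PCN replicate 4) to 261, and cell cycle in the interaction from 0.14 (call lost, without WT PCN replicate 4) to 0.47. Lipogenesis in WT mice ranged from 0.011 to 0.28 and was called without WT CONT replicate 1, 2, 3 or 5, WT PCN replicate 4 or 5, or *Pxr*-/- PCN replicate 4 or 5. Other PPARα targets in *Pxr*-/- mice ranged from -0.14 to -0.068 and were called without *Pxr*-/- CONT replicate 2 or 4 or *Pxr*-/- PCN replicate 3. Cholesterol synthesis ranged from -0.090 to 0.067 in WT mice, -0.061 to 0.020 in *Pxr*-/- mice and -8.88e-04 to 0.14 in the interaction. The correlation ranged from 0.190 to 0.293 and passed the threshold, as a low value, without WT CONT replicate 1, 5 or 6. Lowered Sult genes ranged from 0 (without WT PCN replicate 4) to 1 and raised Ugt genes from 2 (call lost, without WT PCN replicate 3) to 5. Uncalled genes that turned were *G6pc* in WT mice (-0.63 to 0.28), *Gdf15* (-0.041 to 0.27) and *Pnpla3* (-0.36 to 0.34) in *Pxr*-/- mice, *Nr1i2* in the interaction (-0.024 to 0.40) and *Cyp2b10* between control genotypes (-0.14 to 0.76).

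The replicate block was run because groups share replicate numbers. Same-numbered samples did not all deviate together: of 22 pairs, 10 had a correlation above 0.1, and the values ran from -0.128 to 0.601. Between the control genotypes, replicates 1 to 4 had 0.300, 0.601, 0.344 and 0.308, and replicates 5 and 6 had -0.007 and -0.018. Samples with different numbers were not compared, so whether the numbers pair the mice stays open. With the replicate block, 904 genes were higher and 588 lower after PCN in WT mice, 347 and 212 in *Pxr*-/- mice, 194 and 67 in the interaction and 66 and 21 for genotype. Of the single genes named, *Thrsp* alone changed its call, in the interaction (2.21, limma adjusted p = 0.0420, from 0.0407 to 0.111 over the alternatives other than leaving out an array), and no other call changed among the results refitted with it.

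CrossNorm itself was not run, and the marker lists of other cell types were tested in the main setting alone. The interaction needs all groups and was not fitted on only the groups compared. Signal over background limits *Fgf21*, *Cyp4a14* and *Pnpla3*, whose probes were well above background on only part of the arrays of a group. The change of *Fgf21* in WT mice ranged from -3.18 with the processed signal to -1.72 with normexp.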

Other observations

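The tests of the deposited values' brightness, of the flanking DNA and of the genotype labels in this part were chosen only after the result was seen.

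Genes lowered by PCN in WT mice alone numbered 505 here. That is higher than the value quoted from the study above. With the deposited values the number was 254. The raised genes, 895 in WT mice and 692 in WT alone, were fewer than the values quoted. With the deposited values the raised genes were 1577 and 1324, more than the values quoted.

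In the deposited values, 83.9% of the genes called after PCN in WT mice were higher, against 60.1% here. When each deposited column was centred on its median, 59.5% were higher, but centring moves the balance towards even by construction and does not test the source. Brightness differences between arrays kept by the authors' normalization therefore cannot be told apart from a general rise of transcripts in WT PCN mice as the source of the surplus. Whether the brightness is technical is also open: liver probes were brighter on WT PCN arrays by 0.14 log2 units (exact permutation p = 0.0476, adjusted p = 0.143 over 3 comparisons) and the 8 spike-in probes by 0.06 (exact permutation p = 0.413), and the gap between them, 0.082 (exact permutation p = 0.459), was within the spread of the arrays. Scanning, staining or washing of the WT PCN arrays cannot be told apart from more RNA per array or per cell, because the gap between spike-in and liver probes was too small for 5 against 6 arrays.

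Chance is argued against for the other counts of called genes. Of 100 splits of the same arrays, 1, the real one, gave as many genes for PCN in WT mice, for PCN in *Pxr*-/- mice and for genotype in control mice. The largest counts of the other splits were 87, 307 and 37.

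The signal of the *Nr1i2* probe differed between control genotypes by less than the spread between mice (-0.035). Wrong genotype labels are argued against by the response of *Cyp3a11*, since 0 of 6 *Pxr*-/- PCN mice reached the lowest WT PCN mouse. Where the probe lies relative to the deleted part of the gene was not analysed here.

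Genotype calls were concentrated near *Nr1i2*. Against the rest of chromosome 16 (2 of 350 genes, 0.571%), the 10 of 324 genes within 20 Mb were a larger share (two-sided Fisher's exact p = 0.0176), which is in line with flanking DNA of another strain as a hypothesis. Regulation of the neighbouring genes by the receptor would let PCN move them in WT mice, and 0 of the 10 were called there. Regulation of these genes without ligand cannot be told apart from flanking DNA in this design, since both follow genotype, as does colony. No sequence was analysed here.

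Cell cycle genes rose after PCN in WT mice. A larger share of non-hepatocyte cells could raise them, but it need not raise the markers of every such cell type. Of 5 marker lists of Kupffer, stellate, endothelial, cholangiocyte and lymphocyte genes, 3 rose in WT mice and none passed the threshold there. By single genes, 2 of the stellate and 1 of the cholangiocyte list were called higher. A change in cell shares therefore cannot be told apart from a change inside hepatocytes. The most abundant gene of each list in WT CONT mice, by log2 signal, was *Dcn* (14.37, changed by -0.023), *Cd5l* (14.19, changed by -0.048), *Egfl7* (13.30, changed by -0.13), *Cd52* (11.27, changed by 0.40) and *Spp1* (11.10, changed by 0.82), none of them called. Of the Kupffer, stellate and endothelial lists 12 of 12 genes each, of the cholangiocyte list 6 of 8 and of the lymphocyte list 10 of 11 passed the probe filter in this liver RNA, and no gene that passed was on more than 1 of these lists.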
